A study of Meiothermus ruber
Thermosynechococcus vestitus BP-1 with 12 samples. Its data were reported in "Indirect Interspecies Regulation: Transcriptional and Physiological Responses of a Cyanobacterium to Heterotrophic Partnership" (2017).

How the data were processed

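RNA of binary turbidostat cultures was taken at steady state from 5 conditions, 2 libraries each except for 4 at high light and low oxygen, 12 in all. Per the labels and the study's methods, the duplicates of a condition are harvests of 1 reactor at least a residence time apart. The p-values therefore measure the spread between such harvests and not between independently started cultures. The design text counts the 4 high light, low oxygen libraries as separate biological replicates, but their titles join a number and a letter, so they may be 2 libraries of each of 2 harvests, and n = 4 and its SD may then overstate the independent samples. Across genes of T. elongatus, mean r was 0.996 between same-letter and 0.995 between other pairs of the 4. Groups were taken from the sample titles and tags. The labels' oxygen percentages (7, 150 and 217) were used as given and only as names of the levels. The sources conflict on them: the series' design text describes the light series as free of oxygen, and the paper gives inlet partial pressures and a different saturation for the highest level. One protocol text states the low light level for the oxygen series, whereas the titles, tags and paper state high light, which was used.

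Per the study's methods and the submitters' processing notes, ribosomal RNA was depleted with probes for both species. The authors aligned reads with BWA to the T. elongatus BP-1 genome and to gene models of M. ruber strain A, counted them with HTSeq and scaled them with DESeq2. The authors deposited values that they call RPKM: gene counts divided by a size factor per library and by gene length in kilobases, so they are not scaled to total reads. Strand handling and the treatment of reads that match several genes are not given in the sources used here, so values of near-identical, overlapping or antisense genes are uncertain. The file pairs locus tags with no gene names. Gene names and functions were taken from pairs of name and locus in the study's text, 93 loci in all. A reference gene table of another M. ruber strain was given and matched none of the tags, so no coordinates are reported. Of loci without a name in the study's text, at most 2 that rose and 2 that fell are printed per comparison and species. All 12 value columns of the file were used.

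Because each deposited RPKM value is a whole number of reads times a step per library over a gene length, the reads could be recovered. Within a tolerance of 0.02, whole reads were found for 2072 of 2072 M. ruber and 2420 of 2420 T. elongatus genes, and rebuilt values differed from the deposited ones by at most a relative 5e-10. The recovery was tested on 1500 simulated genes and returned 100% of the reads and lengths. The size factors differ between the species, so each species was scaled on its own and a ratio of summed values between species is no mixture ratio. A single read in a gene of 1 kilobase is worth 0.137 to 2.65 RPKM in T. elongatus and 2.70 to 32.1 RPKM in M. ruber. In the shallowest M. ruber libraries, high light, low oxygen 1A and 1B, 1 read thus exceeds both the pseudocount and the filter described next, and low values there carry little information.

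Comparisons used limma 3.58.1 in R 4.3.3 on log2(RPKM + 5), with genes averaging at least 15 RPKM over the 12 libraries. The fits were made per species, with 5 group means, 7 residual degrees of freedom and a mean-variance trend. A fold change is on this log2(value + pseudocount) scale and understates the change of low genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change over 2-fold, after the study's thresholds. Errors beside log2 changes are standard errors, and those beside RPKM values are standard deviations. In simulated counts with 200 changed genes, a log2 change of 1.5 was called in 99%, 100%, 99% and 99% of T. elongatus genes for mid light, high light, mid oxygen and high oxygen, and a change of 3 in 100% each. The T. elongatus simulation used the smallest dispersion allowed, 0.005, and is optimistic. In M. ruber the shares were 10%, 17%, 20% and 17% for a change of 1.5, and 37%, 66%, 71% and 68% for a change of 3. Between 0 and 10 unchanged genes were called.

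Gene lists were fixed before the data were examined as rules on names and products. Annotation in the study's supplementary tables was not used here, so each list is the loci the study's text names under that function. Lists with at least 3 tested members were tested with limma's camera (preset correlation 0.01, and again with the estimated correlation) and with a two-sided Fisher's exact test against all tested genes of the species, both adjusted over lists. Carbon fixation and iron-sulfur assembly in T. elongatus and acetate use, cytochrome oxidases and NADH-quinone oxidoreductase in M. ruber had fewer members and were not tested as lists. Named genes were, per comparison and species, up to 8 of the largest changes each way among called genes whose libraries do not overlap, up to 4 examples per list (called members, or otherwise the most abundant), and loci the study names. Profiles were clustered by k-means with correlation distance (k = 4, 50 starts), with group means of 0 set to 0.5. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

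Alternatives fixed before the data were examined were pseudocounts of 1 and 20, no filter, removal of genes at 0 in a group, rescaling by the median of ratios, fits of only the groups compared, averaging of same-letter libraries, a letter block, the adjusted p alone, no trend, and each library left out in turn. A fit of voom to the recovered reads, the removal of high light, low oxygen 1A and 1B together, the light contrast with no shared library, each library left out of the opposition of light and oxygen changes, and a 2-fold change with no p were added after the data were seen. The study's methods describe removing genes that averaged 0 in any condition. Removal of genes at 0 in a group dropped no tested gene here, so that alternative repeated the main fit. Genes that the authors had removed are not restored by dropping the filter on the mean. Axenic cultures are not analysed here.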

Results

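Messenger RNA was measured in binary cultures of the thermophilic cyanobacterium Thermosynechococcus elongatus BP-1 and the aerobic heterotroph Meiothermus ruber strain A. The cultures grew in a light-controlled continuous reactor, and M. ruber was fed only by the cyanobacterium. There were 12 libraries in 5 groups. A light series was held at the low oxygen level (7% of atmosphere in the labels) and had 2 libraries at an irradiance of 197, 2 at 1190 and 4 at 1995 µmol photons per square metre and second. They are called low, mid and high light. An oxygen series was held at the high light level, with 2 libraries at an oxygen level of 150% of atmosphere and 2 at 217%, called mid and high oxygen. The 4 high light, low oxygen libraries (1A, 1B, 2A and 2B) end the light series and start the oxygen series. The study reports that growth rate rose with irradiance and fell with rising oxygen. Taken alone, a change over either series therefore cannot be told apart here from one that goes with growth rate. Both series together can bear on it, since a steady rise or fall with growth rate would give opposed changes.

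Reads recovered from the deposited RPKM values numbered 8384721 to 159738058 per library in T. elongatus and 10087 to 132290 in M. ruber. The median gene had 637 to 12972 reads in T. elongatus and 2 to 21 in M. ruber. Between 10 and 595 of the 2072 M. ruber genes were at 0 in a library. M. ruber made up 0.073% to 1.204% of the reads, and its share was 1.204% in low light replicate A and 0.152% in replicate B. Pearson's r between libraries of 1 group, across genes on the log2 scale, was 0.986 to 0.997 in T. elongatus and 0.525 to 0.863 in M. ruber. The highest r between libraries of different groups was 0.991 and 0.833, so libraries did not always agree best within their group. Genes are not independent replicates, so these are descriptions of agreement. A change in T. elongatus is therefore far better resolved here than one in M. ruber. In the file header, low and mid light share a code and all high light libraries, the oxygen series included, share another. Mid against low light and both oxygen comparisons thus lie within a code, while the step from mid to high light goes with a change of code. In T. elongatus, r between mid light and the high light, low oxygen libraries of the other code was 0.968 to 0.974, and r between mid and low light within a code was 0.888 to 0.907.

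Mid light was compared with low light to ask which transcripts followed irradiance up to the middle level. In T. elongatus, 5 of 8 listed genes of methionine and cysteine metabolism and 4 of 7 of nitrogen assimilation rose, and 4 of 8 of vitamin B12 synthesis fell. None of these lists passed camera with an estimated correlation (adjusted p = 0.117 for each). The glutamine synthetase transcript glnA (tll1588) went from 35470 ± 261 to 141440 ± 5528 RPKM (SD, n = 2 and 2), a log2 change of 1.99 ± 0.08 (SE). The ornithine synthesis gene argJ (tll1911) rose by 2.83 ± 0.24 and the adenosylhomocysteinase gene ahcY (tll2390) by 2.10 ± 0.09 on the same scale. The unnamed locus tlr1477 rose from 9843 ± 2754 to 204690 ± 42679 RPKM, a 21.0-fold change, and tll1511 rose 17.4-fold. The loci tll1164 and tsr1026 fell, with log2 changes of -4.36 ± 0.13 and -3.87 ± 0.20. In limma, 872 of 2418 T. elongatus genes passed a Benjamini-Hochberg adjusted p of 0.05 and a 2-fold change, 432 higher and 440 lower in mid light.

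Lists of T. elongatus genes were those the study's text names under a function, so their direction is not independent evidence. Of 8 tested methionine and cysteine genes, 5 rose in mid light and none fell. They were metE (tlr1090), which encodes the methionine synthase that needs no vitamin B12 (1.84 ± 0.15), metK (tll0978), for S-adenosylmethionine synthesis (1.80 ± 0.12), mtaP (tlr1281, 1.72 ± 0.11), ahcY and cysE (tlr0851, 1.03 ± 0.10). Of 7 nitrogen genes, 4 rose: glnA, the signalling protein gene glnB (tll0591, 1.36 ± 0.09), nirA (tlr1349, 1.81 ± 0.08) and the nitrate transporter gene nrtA (tlr1350, 1.03 ± 0.09). Of 8 vitamin B12 synthesis genes, 4 fell: cobQ (tll1716, -2.67 ± 0.19), the cobalt insertion genes cobN (tlr0900, -1.27 ± 0.09) and cobT (tll2306, -1.12 ± 0.14), and cobC (tll0390, -1.02 ± 0.13). Set against all other genes with camera at a preset correlation, the 3 lists had adjusted p = 0.00571, 0.0043 and 0.0062. With an estimated correlation all 3 had adjusted p = 0.117. The estimate for the vitamin B12 list was -0.054, under the preset 0.01, so correlation among its members did not raise its p. Fisher's exact test found the methionine and cysteine list enriched among higher genes (adjusted p = 0.0497), and no other list passed it in this comparison. Adjusted over the list alone, 5, 4 and 4 members were called, the same numbers as over all genes.

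In the other lists, the reactive oxygen group had 3 of 8 members higher in mid light and 1 lower. The superoxide dismutase gene sodB (tll1519) rose by 1.32 ± 0.08, the peroxiredoxin gene tlr1198 by 1.12 ± 0.12 and prxQ-B2 (tlr1194), for another peroxiredoxin, by 1.01 ± 0.09. The alkylhydroperoxidase family gene tll0893 had a log2 change of -1.40 ± 0.17. High light-inducible protein genes, whose products protect the photosystems, rose in 2 of 4 cases: hliA (tsl2208, 1.53 ± 0.21) and tsl0063 (1.67 ± 0.12). In photosystem II, 1 of 3 listed genes rose, psbX (tsr2013), from 57795 ± 3542 to 118040 ± 1310 RPKM. The carboxysome shell gene ccmK1 (tll0946) rose by 1.07 ± 0.09, and 1 of 3 sucrose and polysaccharide genes rose, spsA (tlr1047, 1.22 ± 0.11). None of the 6 pyruvate and organic acid genes was called. Outside the lists, the pantothenate kinase gene coaX (tll1149) fell (-1.67 ± 0.13), while panC-cmk (tll2450), also in coenzyme A synthesis, rose (1.97 ± 0.12). Camera gave none of these lists an adjusted p under 0.05; the smallest was 0.0544, for pyruvate and organic acids.

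Several mid light calls lay close to the 2-fold limit. Without low light replicate A, the log2 changes of psbX, ccmK1, nrtA and cobC were 0.97, 0.94, 0.99 and -0.94. Without low light replicate B, those of cysE and prxQ-B2 were 0.95 and 0.97, and without mid light replicate B those of nrtA and cobC were 0.97 and -0.88.

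High light was compared with low light to cover the full range of irradiance. In T. elongatus, 6 of 8 listed genes of methionine and cysteine metabolism, 3 of 7 of nitrogen assimilation and 3 of 6 of pyruvate and organic acid metabolism rose, and 4 of 8 of vitamin B12 synthesis fell. None of these lists passed camera with an estimated correlation, the smallest adjusted p being 0.159. The locus tlr1477 rose from 9843 ± 2754 (n = 2) to 353420 ± 28059 RPKM (n = 4), a 36.5-fold change, and tll1511 rose 34.4-fold. The loci tsr1026 and tll1164 fell, with log2 changes of -5.45 ± 0.18 and -4.86 ± 0.11. The transcript of argJ rose 17.0-fold, from 412 ± 137 to 6894 ± 186 RPKM. In limma, 1149 of 2418 genes passed the same thresholds, 568 higher and 581 lower in high light. The 2 groups differ in header code as well. Of the 1149 genes, 772 were also called in the same direction between mid and low light, within a code, and 377 were not called there. On the log2 scale glnA changed by 1.99 in mid and 2.29 in high light, whereas the values were 1.84 and 2.83 for metE, 0.53 and 1.44 for pdhB and 0.05 and 1.07 for hliC. The part that arose between mid and high light cannot be told apart from the change of code.

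In methionine and cysteine metabolism 6 of 8 T. elongatus genes rose in high light: metE (2.83 ± 0.13), mtaP (2.61 ± 0.09), ahcY (2.35 ± 0.07), metK (2.16 ± 0.10), cysE (1.19 ± 0.09) and mtnA (tll1061), which went from 1332 ± 1.21 to 3064 ± 51.2 RPKM. In nitrogen assimilation 3 of 7 rose: glnA (2.29 ± 0.07), nirA (1.69 ± 0.07) and glnB (1.68 ± 0.08). In pyruvate and organic acid metabolism 3 of 6 rose: the pyruvate dehydrogenase genes pdhA (tlr1169, 1.68 ± 0.13) and pdhB (tll0204, 1.44 ± 0.08), and the citrate synthase gene gltA (tlr2393, 1.07 ± 0.07). In vitamin B12 synthesis 4 of 8 fell: cobQ (-2.69 ± 0.17), cobT (-1.48 ± 0.12), cobN (-1.33 ± 0.08) and cobD (tll2266, -1.25 ± 0.14). Camera at the preset correlation gave these 4 lists adjusted p = 0.019, 0.0149, 0.019 and 0.0149. With an estimated correlation they did not pass, with adjusted p = 0.209, 0.209, 0.231 and 0.159. The study chose the lists, and adjusted over the list alone the calls were again 6, 3, 3 and 4. Fisher's exact test found the methionine and cysteine list enriched among higher genes (adjusted p = 0.0236).

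Among other genes, 3 of 4 high light-inducible protein genes rose: hliA (2.15 ± 0.18), tsl0063 (1.31 ± 0.10) and hliC (tsr0446, 1.07 ± 0.14). Of 8 reactive oxygen genes 3 rose, namely tlr1198 (1.93 ± 0.10), prxQ-B2 (1.27 ± 0.08) and sodB (1.01 ± 0.07). The transcript of psbX rose from 57795 ± 3542 to 125150 ± 5763 RPKM, and sps (tlr0582, 1.19 ± 0.11) and spsA (1.42 ± 0.10) rose as well. The change of coaX was -2.35 ± 0.11 and that of panC-cmk 2.85 ± 0.11. Leaving out low light replicate A brought hliC and sodB to 0.98 each, and leaving out replicate B brought gltA to 0.97, all under the 2-fold limit.

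**Figure D1:**
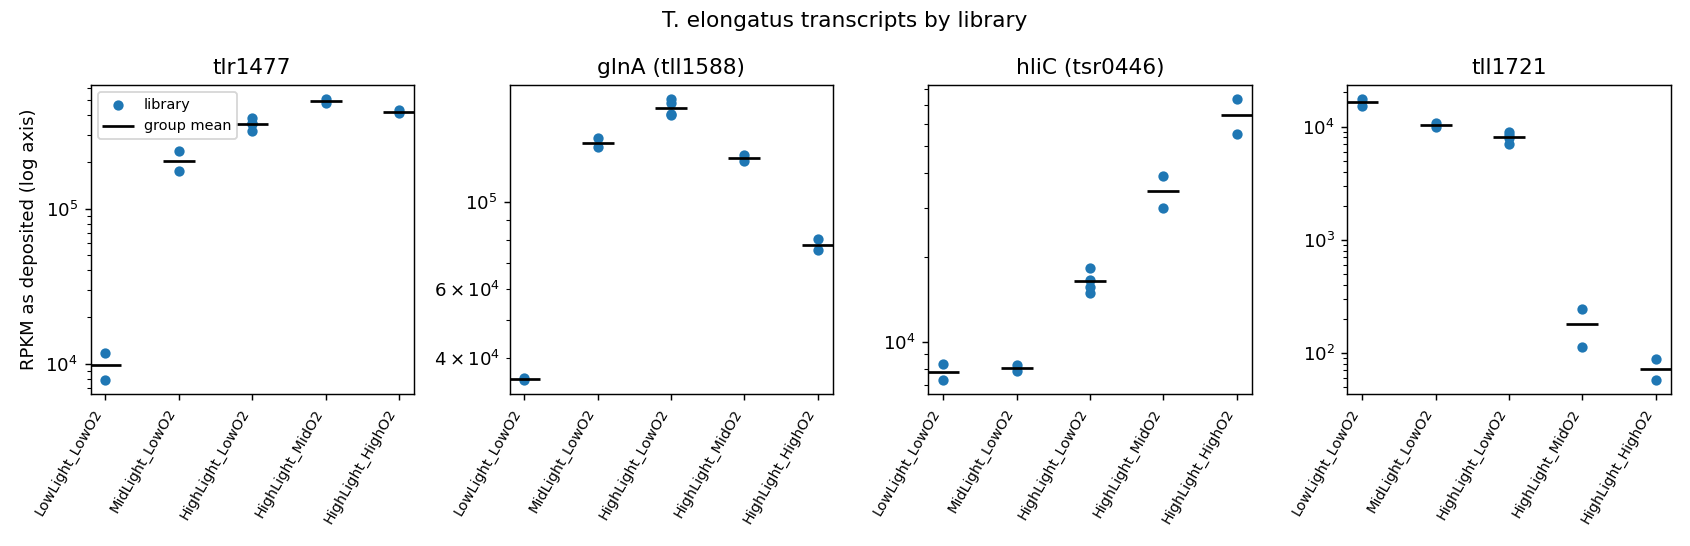
Deposited RPKM values (log axis) of 4 T. elongatus transcripts in the 12 libraries, by group; points are libraries and lines are group means. The means of tlr1477 are 9843 in low light and 353420 in high light at low oxygen, and those of tll1721 are 8043 at low oxygen and 72.5 at high oxygen.

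In M. ruber, the light series gave few or no calls. The median M. ruber gene had a log2 change of -0.309 in high light, 0.227 at mid and 0.277 at high oxygen. Without the shallow libraries 1A and 1B these shifts were -0.107, 0.036 and 0.079, with voom on the recovered reads -0.063, 0.119 and 0.065, and with same-letter libraries averaged -0.083, -0.001 and 0.028. No gene of 2016 tested passed between mid and low light with limma, whereas voom called 50. In limma 104 had an unadjusted p under 0.05, about as many as chance alone gives at that threshold. Between high and low light 4 genes passed, against 57 with voom. SY28_RS09985 rose by 3.21 ± 0.47 and SY28_RS03750 by 2.82 ± 0.50 on the log2 scale, and SY28_RS14275 had a change of -3.58 ± 0.58. The glutamate synthase gene gltB (SY28_RS09480) fell from 619 ± 29.9 (n = 2) to 94.9 ± 32.6 RPKM (n = 4), a log2 change of -2.70 ± 0.41 with a limma adjusted p of 0.0236. Without low light replicate A, gltB, SY28_RS09985 and SY28_RS14275 had log2 changes of -2.75, 2.38 and -3.32 with limma adjusted p of 0.123, 0.123 and 0.185, and SY28_RS03750 lost its call in 15 of 24 alternatives. Without low light replicate B 1 gene was called, and without high light, low oxygen replicate 2A or 2B 8 and 10. Without high oxygen replicate A or B, which lie outside this contrast, none was called although the 4 log2 changes stayed as they were, so these calls were lost through the estimate of the spread alone. In simulated data of this depth, 17% of genes changed by 1.5 and 66% of those changed by 3 on the log2 scale were called between high and low light.

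The study named 4 M. ruber genes of amino acid and peptide uptake, and none was called in the light series. The study picked them from profile clusters of these same libraries, so the direction of the list is not independent evidence. Camera placed the list above other M. ruber genes in high light (adjusted p = 0.000893, and adjusted p = 0.0374 with an estimated correlation). In mid light its adjusted p was 0.0234, and with an estimated correlation adjusted p = 0.132. Camera on voom values at the preset correlation gave the list adjusted p = 0.0438 in high light and 0.0681 in mid light. The member with the highest mean, livH (SY28_RS00370), had 72.7 ± 15.9 RPKM in low, 151 ± 0.553 in mid and 155 ± 77.1 in high light. Adjusted over the list alone, 1 member was called in high light, which is not independent evidence either. Of 4 glutamine and glutamate genes only gltB was called, in high light (Fisher's exact test for lower genes, adjusted p = 0.0238, from this 1 gene). No member was called in methionine and cysteine metabolism (7 genes), reactive oxygen detoxification (5), sugar uptake (4) or vitamin B12 uptake and use (4). Adjusted over the list alone, 1 methionine and cysteine gene was called in both light comparisons, and 1 glutamine and glutamate gene in each, which is not independent evidence. The methionine synthesis gene metX (SY28_RS05725) had 249 ± 138 RPKM in low (n = 2), 2.37 ± 3.36 in mid (n = 2) and 3.12 ± 6.24 in high light (n = 4), with limma adjusted p of 0.255 and 0.0796 over all genes. It was called with voom in both comparisons (voom adjusted p = 0.00498 and 0.000821), with a pseudocount of 20 in high light (limma adjusted p = 0.00943), and in none of the other alternatives. The camera adjusted p of these 4 lists was 0.0775 or higher in both light comparisons.

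Mid oxygen was compared with low oxygen, both at high light, to ask which transcripts followed oxygen tension. In T. elongatus, the adjacent-numbered loci tll1721 and tlr1722 fell most. They went from 8043 ± 783 to 179 ± 93.6 RPKM and from 36310 ± 3818 to 764 ± 230 RPKM (n = 4 and 2). The loci tlr2146 and tsl0163 rose, by 2.18 ± 0.09 and 1.38 ± 0.15 on the log2 scale, and hliC rose by 1.07 ± 0.14. In limma, 19 of 2418 genes passed the thresholds, 15 higher and 4 lower, and 97 higher and 75 lower passed the adjusted p alone. The count was 85 without mid oxygen replicate B, and hliC was then at 0.87, under the limit. No member was called in 7 of the 8 tested lists. The nitrogen list, with none of its 7 genes called, had a median log2 change of -0.17 and camera adjusted p = 0.0226 (adjusted p = 0.576 with an estimated correlation).

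High oxygen was compared with low oxygen to cover the full range of oxygen tension. In T. elongatus, the high light-inducible protein gene hliC and the iron-sulfur cluster assembly genes sufD and iscU rose, and glnA and argJ, which had risen with light, fell. The transcript of hliC went from 16383 ± 1484 (n = 4) to 64379 ± 12872 RPKM (n = 2), a 3.90-fold change. The transcripts of sufD (tlr1905) and iscU (tll1093) rose by 1.42 ± 0.08 and 1.29 ± 0.10, and cobO (tlr0265), of vitamin B12 synthesis, by 1.12 ± 0.09. The transcript of glnA fell from 173420 ± 8090 to 77836 ± 3346 RPKM and that of argJ from 6894 ± 186 to 3259 ± 880 RPKM. The loci tll1721 and tlr1722 had log2 changes of -6.72 ± 0.25 and -6.71 ± 0.16, and tsl0163 and tlr2146 rose by 2.71 ± 0.15 and 2.58 ± 0.09. In limma, 148 genes passed, 106 higher and 42 lower. With the adjusted p alone the lower genes outnumbered the higher ones, at 636 against 564. Without high oxygen replicate A the count was 82 and argJ stood at -0.83, under the 2-fold limit, and without replicate B the count was 240.

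Of 7 nitrogen genes 1 fell at high oxygen, glnA, and the list's median log2 change was -0.70. Camera gave it adjusted p = 0.000663 (adjusted p = 0.214 with an estimated correlation). Of 8 reactive oxygen genes none was called. The peroxiredoxin gene tll1454, the most abundant of them, had 135480 ± 8965 RPKM at low, 236910 ± 2414 at mid and 225860 ± 27313 at high oxygen. Its log2 changes of 0.81 ± 0.08 and 0.73 ± 0.08 had limma adjusted p = 0.000184 and 8.62e-05 but were under 2-fold. Members were also called in 2 other lists, 1 of 4 high light-inducible genes and 1 of 8 vitamin B12 genes. No member was called among methionine and cysteine (8), pyruvate and organic acid (6), photosystem II (3) or sucrose and polysaccharide genes (3). None of these 6 lists passed camera, the smallest adjusted p being 0.144.

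In M. ruber, a run of loci with consecutive tags rose together with oxygen. Of 2016 genes tested, 25 were called between mid and low oxygen, 24 higher and 1 lower, and 26 between high and low oxygen, all higher. The run from SY28_RS11995 to SY28_RS12105, singled out after its values were seen, holds 21 loci, and 18 of them were called at mid and 19 at high oxygen. Outside it, 6 and 7 genes were called higher, with log2 changes of 1.63 to 6.60 at mid and 1.71 to 7.34 at high oxygen. In the simulated counts, 10 unchanged genes were called in either direction at mid and 2 at high oxygen. Those false calls came among 101 and 87 calls in all, far more than the data gave. They therefore do not tell how many of the calls outside the run are false, and some may be. SY28_RS11995 went from 42.3 ± 59.6 (n = 4) to 4265 ± 805 RPKM at mid and 5319 ± 318 RPKM at high oxygen (n = 2 each). Its log2 changes were 7.73 ± 1.27 and 8.06 ± 1.27, with limma adjusted p = 0.00751 and 0.00363. The 21 loci took 0.540% ± 0.0954 of M. ruber reads at low oxygen (SD, n = 4), 12.7% ± 0.504 at mid and 21.4% ± 1.72 at high oxygen (n = 2 each). In the light series they took 0.767% ± 0.341 in low and 1.90% ± 0.804 in mid light. Pooled over libraries, the exact 95% binomial intervals were 0.574% to 0.651% at low, 12.4% to 12.9% at mid and 21.2% to 21.7% at high oxygen, which cover counting error only.

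**Figure D2:**
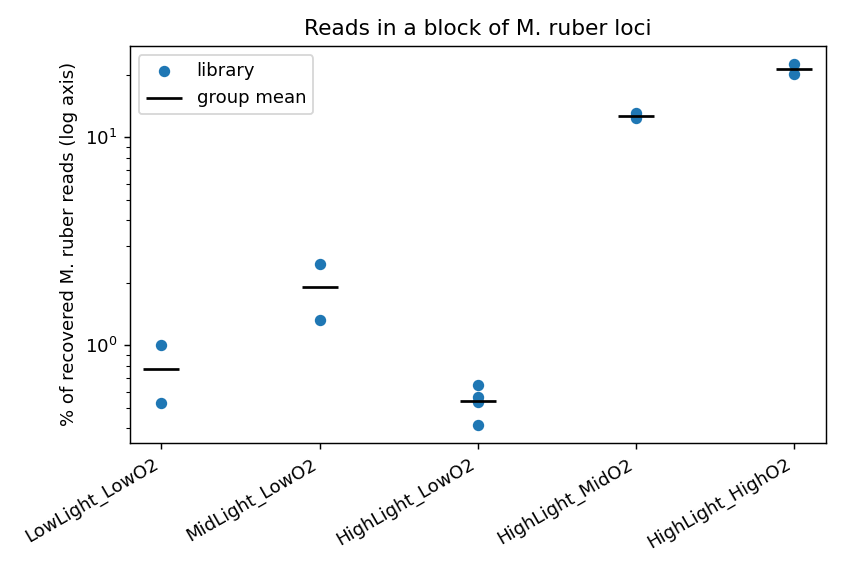
Share of M. ruber reads (percent, log axis) in the 21 loci from SY28_RS11995 to SY28_RS12105, by group; points are libraries and lines are group means. The means are 0.540% at low, 12.7% at mid and 21.4% at high oxygen, all at high light.

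The count of M. ruber calls at mid oxygen was 12 without mid oxygen replicate A, and at high oxygen it was 17 without high oxygen replicate A and 15 without replicate B. With 1 library left in the group, SY28_RS11995 itself had log2 changes of 7.54 to 8.12 but was no longer called at mid or high oxygen. With a pseudocount of 1 the changes were 8.93 and 9.26, with limma adjusted p of 0.113 and 0.0807. The gene called lower at mid oxygen, SY28_RS11470, was at 164 ± 46.5 RPKM at low and 9.83 ± 13.9 at mid oxygen. Its log2 change of -3.89 became -2.74 without mid oxygen replicate A (limma adjusted p = 0.11) and -2.93 with voom (voom adjusted p = 0.314), and with only the 2 groups compared the limma adjusted p was 0.0842. It was called in none of these 3 alternatives and in all others. None of the 35 tested M. ruber loci that the study names was called with oxygen. The superoxide dismutase gene sod2 (SY28_RS13295), the most abundant of the reactive oxygen list, was at 684 ± 268 RPKM at low and 1326 ± 218 at high oxygen, with a limma adjusted p of 0.474. None of the 6 M. ruber lists passed camera with oxygen, the smallest adjusted p being 0.299. It belonged to the reactive oxygen list at high oxygen, where camera on voom values gave adjusted p = 0.118. That list had a median log2 change of 0.694 at mid and 1.158 at high oxygen, against 0.227 and 0.277 for the median M. ruber gene. A simulated change of 1.5 was called in only 20% and 17% of genes, so a rise of this size could be missed.

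The light and oxygen changes were set against each other because the study groups genes that rise with light and fall with oxygen. High light, low oxygen is the end of the first contrast and the control of the second, so chance alone gives opposed changes. In T. elongatus, 83 genes were lower in high light and higher at high oxygen, where independent lists of those sizes give 25.5, and 27 were higher in high light and lower at high oxygen, against 9.87. Genes higher in both numbered 5, against 24.9, and genes lower in both 4, against 10.1. Across 2418 genes Pearson's r was -0.569 and Spearman's rho -0.626. Simulated unchanged groups that share the controls gave a mean r of -0.333 over 100 draws. The covariance was -0.50, against -0.0124 in the simulation. With the 4 controls split 2 and 2 between the contrasts, r lay between -0.562 and -0.539. Mid against low light, which shares no library with the oxygen contrast, gave -0.449. Growth rate rose with irradiance and fell with oxygen in the study, so this opposition cannot be told apart from a shared relation to growth rate. In M. ruber, r was -0.465 over 2016 genes (rho -0.504) and -0.334 in the simulation, and the covariance was -0.615 against -0.351. With split controls r lay between -0.085 and -0.024, and with no shared library it was 0.101, so the opposition seen in M. ruber did not hold once the controls were separated.

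**Figure D3:**
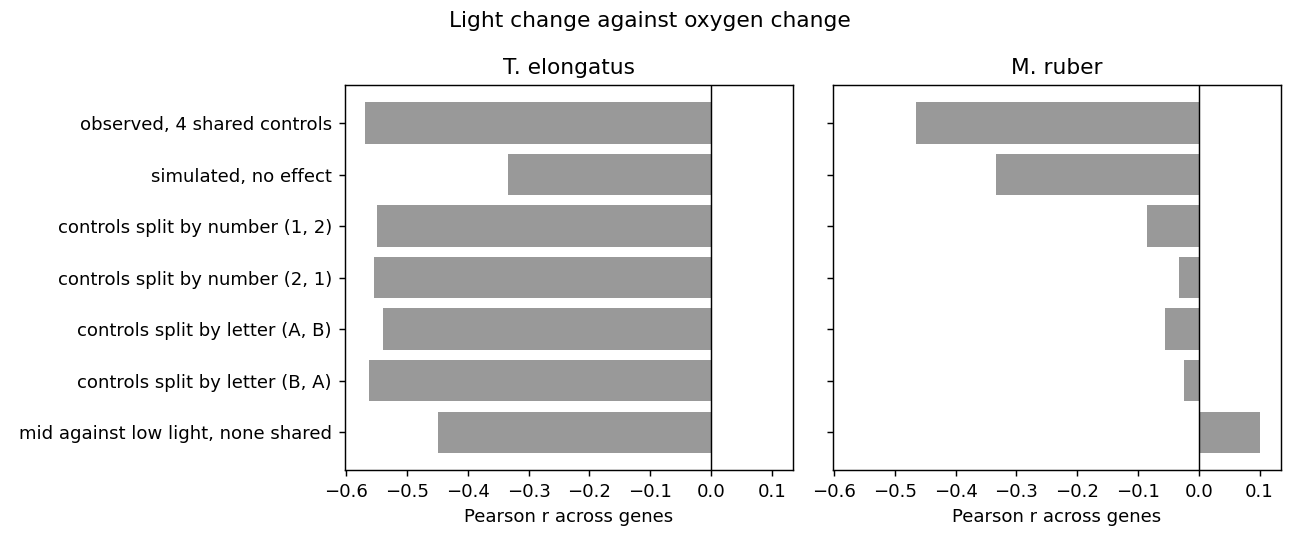
Pearson's r across genes between the log2 change with light and that with oxygen; bars start at 0 and give the observed value, the mean of simulated unchanged groups, 4 splits of the shared controls and a comparison with no shared library. In T. elongatus the bars for data run from -0.569 to -0.449, and in M. ruber from -0.465 to 0.101.

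Profiles were clustered over each series after removal of the 30% of genes that varied least. Over light, 43.9% of clustered T. elongatus genes fell in a rising and 44.3% in a falling cluster, and 30.4% and 29.6% of M. ruber genes did. Over oxygen the shares were 46.1% and 45.1% in T. elongatus and 28.7% and 24.8% in M. ruber. The other clusters peaked or dipped at the middle level, and over light they held 20.2% and 19.8% of M. ruber genes against 3.9% and 7.9% of T. elongatus genes. With no flat profiles removed, the latter shares were 20.7% and 21.2% of M. ruber genes against 8.7% and 11.2% of T. elongatus genes. Group means carry no error here, so these shares were not tested. Noise can place a profile in any of the shapes, and M. ruber rests on far fewer reads. The contrast between the species therefore cannot be told apart from their depth.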

Values the study reported

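The study reported 339 light-responsive and 60 oxygen-responsive genes of T. elongatus in binary culture, out of 2,476 protein-encoding genes, with responsive meaning a change of at least 2-fold between the lowest and highest level. By cell counting it reported average abundances of 90.2% ± 2.0% for T. elongatus and 9.1% ± 1.5% for M. ruber.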

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

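The group of 4 libraries at high light and low oxygen was searched for a library far from the other 3, over 142 named genes and 4 measures of depth or share. Dixon's ratio of the gap to the range exceeded its 95% critical value in 11 of 146 cases, where chance gives about 1 in 20. The test of molecules below was written before the quotient it measures was seen, but after the genes at 0 in replicate 2A had been noticed, and its comparison with silent genes was chosen after the result was seen.

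Replicate 2A held 159738058 T. elongatus reads, the nearest library 11838622 (ratio 0.977), and 116177 M. ruber reads against 22987 (0.878). Its M. ruber depth matched that of mid light replicate A (104581 reads), yet 200 M. ruber genes were at 0 in 2A and 39 in the other. A technical explanation is that the M. ruber reads of 2A come from fewer independent molecules than their number, as reads copied from few templates would. Of the genes above 0 in 2A, 6.30% had 1 to 3 reads, and 35.3% did when mid light replicate A was thinned to 30805 reads, which leaves as many genes at 0. The quotient was 0.179, but with the genes at 0 in 2A set to 0 in the full mid light replicate A it was 0.196, so silent genes give the same outcome and the test does not decide. Fewer molecules and genes without transcripts in 2A cannot be told apart here. No biological explanation was tested.

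Of the 9 genes that stood apart, 6 had a value of 0 in at least 1 of the 4 libraries. In 2 loci of the oxygen-responsive run, replicate 1B was at 0 (ratios 0.957 and 0.92), and in 1 unnamed T. elongatus locus replicate 1A was (0.911). The genes metX (SY28_RS05725) and oxyR (SY28_RS10615) had reads in replicate 2B only (ratio 1 each). The gene btuC (SY28_RS12150) was at 0 in replicate 2A (0.834). Replicate 2B was highest for gdhA (SY28_RS07475, 0.894) and for psbV2 (tll1284, 0.926), and replicate 1A stood apart for the uptake gene SY28_RS09865 (0.909).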

How the results depend on the processing

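The fit of voom to recovered reads, the joint removal of high light, low oxygen 1A and 1B, the share by recovered reads, the light contrast with no shared library, the leaving out of each library in the opposition of light and oxygen changes, and the 2-fold change with no p were chosen after seeing the data. All other alternatives were planned. The causes of the differences were not tested except where stated. Removal of genes at 0 in a group repeated the main fit and is no separate check. Of 96 named gene changes, 73 kept their direction and side of the thresholds under every alternative that gave a value, 19 were no longer called somewhere, 4 uncalled ones passed somewhere (tll1454 with no fold limit, metX with voom or a pseudocount of 20), and none reversed. Depth limits M. ruber, where the median gene has 2 to 21 reads.

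With the adjusted p alone, T. elongatus calls numbered 1781, 2004, 172 and 1200 for mid light, high light, mid oxygen and high oxygen, since the fold limit is dropped. Leaving out 1 library gave 831 to 904, 1100 to 1162, 16 to 85 and 82 to 240 in T. elongatus and 0 to 1, 0 to 10, 12 to 31 and 15 to 38 in M. ruber. A group left with 1 library was assumed to vary like the others. M. ruber calls in high light were 2 and 12 with pseudocounts of 1 and 20, 0 with only the groups compared, 0 without trend and 57 with voom, and in mid light 50 with voom. At mid oxygen they were 16 with only the groups compared and 14 without trend, and at high oxygen 17 with a pseudocount of 1. Without 1A and 1B the counts were 875, 1133, 15 and 136 in T. elongatus and 0, 6, 29 and 30 in M. ruber.

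The letters A and B were not taken as pairing the samples, since not every same-letter correlation of deviations from group means was above 0.1 (range -0.119 to 0.71 in T. elongatus and -0.06 to 0.107 in M. ruber). The 0.71 was between mid and high oxygen and that between low and mid light was 0.293, so in T. elongatus same-letter libraries of these groups did deviate together. The replicate block by letter gave 1 M. ruber call in mid light and moved no other count by over 1.5 times.

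The opposition of light and oxygen changes in T. elongatus was -0.449 with no shared library and -0.618 to -0.473 when 1 library was left out. In M. ruber it was -0.085, -0.032, -0.056 and -0.024 with split controls, 0.101 with no shared library, -0.555 and -0.377 with pseudocounts of 1 and 20, and -0.566 to -0.393 with 1 library left out. The M. ruber covariance went from -0.615 to between -0.151 and -0.0462 with split controls, so most of it came from the shared libraries. Of the 11 list shifts that passed at the preset correlation, 1 passed with the estimated one. The mean M. ruber share was 0.281% by recovered reads, lower than by summed values because the species were scaled separately.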

Other observations

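The tests of the counting interval and of reads at each locus of the run, and the values without replicate 2A and between libraries of 1 group in the copy number test, and the correlation of same-letter libraries, were chosen after the result was seen. The other tests were written before.

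The run of 21 M. ruber loci from SY28_RS11995 to SY28_RS12105 rose with oxygen from 0.540% to 21.4% of M. ruber reads, and 7 genes outside it were also called higher at high oxygen. Counting error at low depth was argued against, since the lower bound of the share at mid oxygen was 19.1 times the upper bound at low oxygen. If the run were absent from all cells at low oxygen, few of its loci should have reads there, and 100% had reads over the 4 libraries. That share could not have come out low. No tested gene was at 0 throughout a group, and the study's methods describe removing such genes. The run still held 42 to 751 reads in each library, in 13 to 21 loci, which argues against absence from all cells. Such reads do not speak against its loss from most cells. That loss, or a change in copy number alone, would give a single factor for all loci. The SD of the log2 changes over 19 loci was 3.14 times its counting error. It was 2.29 times over 12 loci without replicate 2A, which held 751 of the 989 low oxygen reads. Between libraries of 1 group the ratio was 1.10 to 1.90. The run's reads were pooled over libraries and those ratios come from single libraries over all loci, so the depths are unlike. Counting error shrinks with depth while the spread between harvests need not, so the test does not decide. Growth rate moved over the light series too, and there the run took 0.767% ± 0.341 in low and 1.90% ± 0.804 in mid light. These shares argue against a response to growth rate alone, if low light slowed growth at least as much as high oxygen did. Growth rates at the single levels were not available here. Loss from most cells, a change of copy number, alone or together with regulation, and a response of these genes to oxygen all stay open. They may act together, and growth rate may take part.

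Between the 2 mid oxygen libraries, 90 T. elongatus genes differed by over 2-fold. Copies of replicate B thinned to the depth of A differed in 12 genes. That lies between the bounds set beforehand for lower depth of replicate A as the cause and as no cause, so its part cannot be told apart. If replicate A lay further along the change to high oxygen, r with that change was to exceed 0.3, and it was 0.32 across 2418 genes, only just above. The deviations of mid oxygen A and high oxygen A from their group means also had r = 0.71, so how far a harvest had moved may account for part of the difference, and a source shared by libraries of 1 letter stays open.

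The share of summed RPKM values from M. ruber was 1.39% ± 0.0551 in low and 1.33% ± 0.0601 in mid light, and 1.43% ± 0.0758, 1.86% ± 0.0233 and 2.52% ± 0.0283 at low, mid and high oxygen. With the 1% highest genes of each species left out, the last 3 were 1.63%, 1.92% and 2.22%. The species were scaled separately, so these are not shares of RNA. By recovered reads the share was 0.678% ± 0.744 in low and 0.390% ± 0.0597 in mid light, and 0.129% ± 0.0634, 0.180% ± 0.0817 and 0.177% ± 0.0103 at low, mid and high oxygen (SD, n = 2 except 4 at low oxygen).

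At the 2-fold change by which the study defines responsive genes, with no p, 1151 T. elongatus genes differed between the ends of the light range and 162 between those of the oxygen range, and with an adjusted p under 0.05 as well 1149 and 148. All are higher than the counts quoted from the study above. The study gives its counts where it compares binary with axenic cultures. For that comparison its methods describe a different extraction and sequencing method without depletion of ribosomal RNA. The quoted counts therefore probably come from other libraries and are not a like comparison. M. ruber gave 0.281% of the recovered reads on average. That is lower than the share of cells quoted from the study above, which is a different measure.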
